# Dataset of Cavendish banana transcriptome in response to chitosan coating application

**DOI:** 10.1016/j.dib.2020.105337

**Published:** 2020-02-26

**Authors:** Fenny Martha Dwivany, Husna Nugrahapraja, Eiichiro Fukusaki, Sastia Prama Putri, Cindy Novianti, Septhy Kusuma Radjasa, Tessa Fauziah, Lutfi Dewi Nirmala Sari

**Keywords:** Edible coating, Fruit ripening, Postharvest, RNA-Seq

## Abstract

Banana is a climacteric fruit and its ripening process is greatly influenced by presence of ethylene. This physiological climacteric characteristic of banana fruit leads to a fast ripening and a short shelf-life. Application of edible coating such as chitosan aims to prolong fruit shelf life. The knowledge on gene expression will help to understand the fruit ripening process itself and chitosan effect on global gene expression. Global gene expression data of chitosan treated and control of Cavendish banana during fruit ripening were provided. Total RNA was isolated from banana pulp for differential gene expression analysis. The RNA-sequencing generated ranged from 16,155,947 to 23,587,110 total reads, with 75.8%–83.8% of reads were mapped against the genome reference. In total, 33,797–35,944 transcripts were detected. The transcriptomics data discussed in this publication are accessible through NCBI's Gene Expression Omnibus with GEO Series accession number GSE139457. These data provide information to identify candidate genes involved in fruit ripening in response to chitosan coating to design a better banana postharvest management.

**Table:** Specification Table

Subject Area	Biological Sciences
Specific subject area	Fruit ripening
Type of data	Transcriptomics data (abundance measurements generated from RNA-seq data)
How data were acquired	Illumina HiSeq. 2000 platform
Data format	Raw: fastq.gz files Processed Data: Tab-delimited text files with FPKM values
Parameters for data collection	Transcriptomics of Cavendish banana pulp from uncoated and chitosan coated conditions
Description of data collection	Total RNA was derived from pulp of uncoated and chitosan coated Cavendish banana and was sequenced by using Illumina Hiseq 2000
Data source location	Bandung, West Java, Indonesia (6°53′28.9″S 107°36′38.3″E)
Data accessibility	NCBI's Gene Expression Omnibus (GEO) with GEO series accession number GSE139457https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139457 Raw data are available at NCBI's Sequence Read Archive (SRA) database (accession number SRP227182) https://trace.ncbi.nlm.nih.gov/Traces/sra/?study=SRP227182
Related research article	Lustriane, F.M. Dwivany, V. Suendo, M. Reza, Effect of chitosan and chitosan nanoparticles on post harvest quality on banana fruits, J Plant Biotechnol 43 (2018) 36–44. https://doi.org/10.5010/JPB.2018.45.1.036 [1]

**Table:** 

**Value of the Data** • These data provide the first information of global gene expression in response to chitosan coating during banana ripening. • These data are crucial to identify candidate genes involved in fruit ripening in response to chitosan coating. • These data will be useful to design a better management of banana postharvest.

## 1 Data description

This paper provides transcriptomics data of uncoated (control) and 1.25% chitosan-coated banana fruit to understand the delay in fruit ripening mechanism by chitosan coating. 

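Chitosan is a polysaccharide made from chitin that forms an edible film on the fruit surface. Pulp was sampled from uncoated (control) and 1.25% chitosan-coated fruit on day 1 and day 7, with 3 biological replicates (a, b and c) in each of the 4 groups. The groups are named day 1 control (1K), day 1 chitosan-coated (1A), day 7 control (7K) and day 7 chitosan-coated (7A). Each of the 12 libraries was sequenced as paired-end reads on the Illumina platform. The paper's Table 1 gives a median of 18217207 read pairs for 1K (range 16710129 to 18934874), 18726200 for 1A (16155947 to 20302208), 18626323 for 7K (16699855 to 23587110) and 19532908 for 7A (18734174 to 20828843). The authors mapped the clean reads to the DH Pahang version 2 genome with TopHat and quantified each gene with Cufflinks as FPKM, which is the number of fragments relative to the gene length and to the mapped fragments of the library. Each deposited table holds the FPKM of 35273 gene rows in a single library, with the lower and upper bound of its confidence interval. Replicates were not pooled and the tables hold no fragment counts. The interval bounds carry the depth, however, because the upper bound lies above the FPKM by 2 times the FPKM divided by the square root of the number of fragments. The fragments obtained this way sum to a median of 12495027 per library for 1K (range 11455312 to 12982982), 12565831 for 1A (11078141 to 13583583), 12476525 for 7K (11616358 to 16553611) and 12831567 for 7A (6136363 to 13307004). The low end of 7A is replicate c. The comparisons use FPKM as deposited, on the scale log2(FPKM + 1), so a fold change of a gene with low FPKM is understated. Genes with an FPKM of at least 1 in at least 3 libraries were tested, which left 19746 genes. All 12 libraries entered a single limma fit with an intensity trend and Benjamini-Hochberg adjustment, and a gene was counted when its adjusted p-value was under 0.05. The choices that could change these numbers are the scaling between libraries, the pseudocount, the filter on low FPKM and the treatment of differences between libraries that are not due to day or coating.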

Previous study by Lustriane et al. [1] showed that chitosan was able to delay banana fruit ripening. 

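From day 1 to day 7, 9057 of the 19746 tested genes differed in the control fruit, of which 6133 were higher and 2924 lower at day 7. In the chitosan-coated fruit 9348 genes differed, 5759 higher and 3589 lower. Both comparisons called 7124 genes, and 7066 of these changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes of the control and the coated fruit had a Pearson r of 0.864. The values of the 3 day 1 and the 3 day 7 libraries did not overlap in 54.7% of the tested genes in the control fruit and in 50.6% in the coated fruit, where chance gives 10%. The share of higher genes depended on the scaling. With median-of-ratios scaling, 4096 genes were higher and 4350 lower in the control fruit, and 4464 higher and 4767 lower in the coated fruit, because the median log2 fold change over all tested genes moved from 0.37 to 0.02 in the control and from 0.34 to 0.05 in the coated fruit. The log2 fold changes within the 5 libraries with a read GC percentage of at most 49% and within the 7 libraries with at least 50%, taken separately, had an r across all tested genes of 0.934 in the control fruit and 0.904 in the coated fruit. The alternative that moved these counts most was limma with array quality weights, with 15771 genes in the control and 16630 in the coated fruit. The estimation of these weights did not converge and gave 7K_b a weight of 33.1, so the counts from it are not reliable. The largest rises in the control fruit were those of Ma06_g02890 and Ma05_g08550. Ma06_g02890 lies on chromosome 6 from 2180410 to 2181696 and rose from an FPKM of 0.50 ± 0.25 (SD, n = 3) to 463 ± 84.4 (SD, n = 3), a log2 fold change of 8.27 with a standard error of 0.29 (adjusted p = 5.36e-08 from limma). In the coated fruit it rose from 1.49 ± 1.18 to 405 ± 54.8 (SD, n = 3 each). Ma05_g08550 lies on chromosome 5 from 6314392 to 6314998 and rose from 9.93 ± 3.90 to 3218 ± 979.6 (SD, n = 3 each), a log2 fold change of 8.21 with a standard error of 0.46 (adjusted p = 5.33e-07 from limma). The largest falls in the control fruit were those of 2 short loci that are listed at 0 in all 3 day 7 libraries. Ma09_g21730 spans 210 bp on chromosome 9 from 33594118 to 33594328 and had an FPKM of 194 in 1K_a, 76.4 in 1K_b and 109 in 1K_c (adjusted p = 0.0015 from limma), but these values stand for only 2, 1 and 1 implied fragments, at the edge of what the depth can show. No fold is given for it, and its place among the largest falls depends on the FPKM scale, since voom on the implied fragments, an alternative chosen after seeing the data, gave it a smaller change. Ma08_g18790 spans 153 bp on chromosome 8 from 32403404 to 32403557 and had an FPKM of 139 in 1K_a, 170.5 in 1K_b and 53.6 in 1K_c (adjusted p = 4.97e-05 from limma), which stand for 25, 35 and 10 implied fragments. The deposited tables give these IDs without product names.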

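Coating was compared within each day. At day 1, 1111 genes differed between chitosan-coated and control fruit, 684 higher and 427 lower in the coated fruit. At day 7, 28 genes differed, 16 higher and 12 lower, and 10 of them were also called at day 1. At an unadjusted p-value under 0.05, limma gave 3295 genes at day 1 and 1508 genes at day 7. The values of the 3 coated and the 3 control libraries did not overlap in 21.6% of the tested genes at day 1 and in 11.8% at day 7, and chance gives 10%. The difference between the days was itself tested as an interaction term, which called 470 genes. Of these, 414 were called for coating at day 1 and 424 had a larger coating difference at day 1 than at day 7. Libraries with a read GC percentage of at most 49% made up 1 of the 3 libraries in 1K, 2 of the 3 in 1A, 1 of the 3 in 7K and 1 of the 3 in 7A. The coating differences within the lower and within the higher GC libraries, taken separately, had an r across all tested genes of 0.77 at day 1 and 0.343 at day 7. With this GC group as a block in the fit, an alternative chosen after seeing the data, 5090 genes differed at day 1 (2550 higher and 2540 lower) and 1792 at day 7 (370 higher and 1422 lower). With quantile normalization added to that block, the split at day 7 turned to 503 higher and 319 lower. The split at day 1 turned to 2241 higher and 2655 lower, so no direction is given for the set of either day. At day 1, Ma04_g29690 (chromosome 4, 30545221 to 30545509) was listed at 0 in 1K_a and 1K_c, had an FPKM of 1.00 in 1K_b, and had 145 in 1A_a, 123 in 1A_b and 103 in 1A_c (adjusted p = 3.45e-05 from limma). Ma09_g27320 (chromosome 9, 38335392 to 38336021) rose from 5.32 ± 1.68 to 609 ± 116 (SD, n = 3 each), a log2 fold change of 6.61 with a standard error of 0.34 (adjusted p = 8.17e-06 from limma). Ma09_g21730 was listed at 0 in all 3 coated libraries of day 1 (adjusted p = 0.011 from limma, and 0.046 with voom on the implied fragments), again against 2, 1 and 1 fragments in the control. Ma03_g17050 (chromosome 3, 22336331 to 22337126) fell from 40.3 ± 11.0 to 2.91 ± 1.48 (SD, n = 3 each), a log2 fold change of -3.44 with a standard error of 0.29 (adjusted p = 0.0001 from limma). At day 7, Ma08_g21440 (chromosome 8, 35318736 to 35320582) was higher in coated fruit, with an FPKM of 22.2 ± 5.98 against 4.36 ± 0.76 in the control (SD, n = 3 each). The log2 fold change was 2.09 with a standard error of 0.25 (adjusted p = 0.013 from limma). That p-value rose to 0.076 with median-of-ratios scaling, 0.064 with the replicate block and 0.234 with the 6 libraries alone. It stayed under 0.05 with quantile normalization (0.022) and voom (0.038). The largest falls, Ma07_g16070 and Ma03_g20720, were at 0 in all 3 coated libraries. The control had 5, 2 and 2 implied fragments for the former and 3, 1 and 1 for the latter. Their adjusted p-values were 0.048 and 0.01 from limma, and 0.29 and 0.45 with voom.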

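How far each library had moved from day 1 to day 7 was summarised as a ripening index. The index is the projection of log2(FPKM + 1) on the axis from day 1 control to day 7 control, scaled to 0 and 1 at its ends. Each control library was scored only on axes made without it, and each coated library on all 9 axes. The index was 0.066 ± 0.033 (SD, n = 3) in 1K, 0.0047 ± 0.023 (SD, n = 3) in 1A, 0.923 ± 0.129 (SD, n = 3) in 7K and 0.883 ± 0.060 (SD, n = 3) in 7A. The coated fruit lay lower by -0.041 at day 7 (two-sided exact permutation test, p = 0.6) and by -0.061 at day 1 (two-sided exact permutation test, p = 0.1), and 3 libraries against 3 cannot give a p below 0.1. At day 7 that smallest p was reached by -0.074 after adjustment for the percentage of mapped reads. It was also reached by -0.080 with the GC group removed as a block (two-sided exact permutation tests, p = 0.1). These tests, and those of the unadjusted index, are exact only in counting all splits. Control and coated libraries were scored on different sets of axes, and the adjustments were fitted with the group labels. The unadjusted difference at day 7 was smaller than the SD of either group. Among the libraries with a read GC percentage of at least 50%, the difference was -0.080 at day 7 and -0.017 at day 1, and among those with at most 49% it was -0.11 at day 1. At day 7 the latter are a single library in each group, 7K_c and 7A_c, which differ by 0.037. There the coated library lay higher, opposite to the other GC group, but a single library in each group does not settle the direction. These libraries were also scored on different sets of axes, since 7K_c was held out of its own. On the first principal component, an axis shared by all libraries, 7A_c lay further to the day 1 side, at 48.0 against 59.6 for 7K_c. The implied fragments of 7A_c are only 37.4% of its mapped read pairs, and the effect of depth on the index was not tested. The difference at day 7 turned to 0.0084 when 7K_b was left out. That removal also makes the GC groups uneven between 7K and 7A, so the change of sign does not by itself speak on the direction. The paper states that chitosan delayed ripening in an earlier study and gives this delay as the reason for evaluating the transcriptome.

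**Figure D1:**
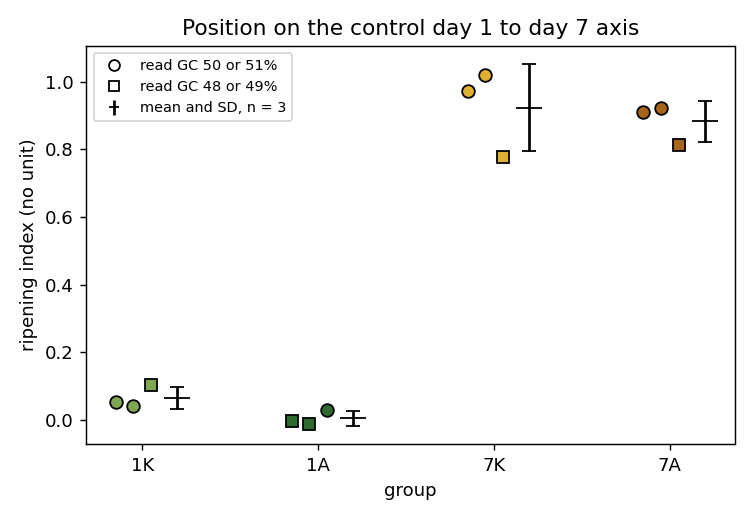
Ripening index (vertical axis, no unit) of the 12 libraries by group (horizontal axis), with circles for a read GC percentage of 50 or 51 and squares for 48 or 49, and the mean and SD of the 3 libraries beside them. The 3 libraries of 7A lie between 0.814 and 0.923, within the range of 7K from 0.777 to 1.02.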

The changes in global transcriptome during the course of ripening of uncoated and chitosan-coated banana were evaluated in order to obtain a better understanding on the mechanisms involved in ripening delay upon chitosan treatment and applied to design a better postharvest management. The transcriptomics dataset files generated from the 12 sets of *Musa acuminata* pulp (uncoated and chitosan coated fruit) have been deposited to Gene Expression Omnibus (GEO) NCBI database [2]. 

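The 12 libraries were compared over the tested genes by principal component analysis of log2(FPKM + 1). The first component held 63.8% of the variance and separated day 1 from day 7. The second held 22.3% and separated the 5 libraries with a read GC percentage of 48 or 49 (1K_c, 1A_a, 1A_b, 7K_c and 7A_c) from the 7 libraries with 50 or 51, in every group of day and coating. The paper's Table 2 gives 75.8% to 79.0% mapped reads for the former and 80.5% to 83.8% for the latter. The third component held 5.47%, and on it the 3 libraries of 1K scored from 31.0 to 38.9 and the 3 libraries of 1A from -40.2 to -23.3. Replicates of the same group had a Pearson r across genes of 0.977 to 0.991 when they shared the GC group, over 4 pairs, and of 0.902 to 0.940 when they did not, over 8 pairs. No pair of libraries held identical values, so each library was counted as a replicate.

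**Figure D2:**
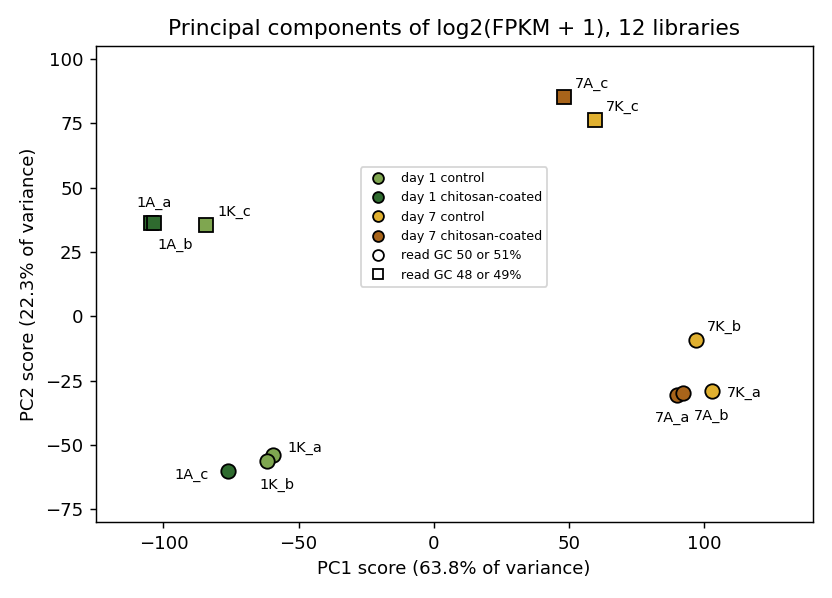
Scores of the 12 libraries on the first (horizontal axis) and second (vertical axis) principal component, without unit, coloured by group, with circles for a read GC percentage of 50 or 51 and squares for 48 or 49. Day 1 and day 7 lie on either side of 0 on the first component, and the squares all lie above the circles on the second.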

The RNA-seq raw data are available at NCBI's Sequence Read Archive (SRA) database. Description of the materials, total RNA extraction, sequencing and transcriptome construction are given in the next section. 

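Genes were taken as detected at an FPKM above 0. The deposited tables list 24722 ± 358 detected genes in 1K, 24624 ± 473 in 1A, 25600 ± 591 in 7K and 24775 ± 1396 in 7A (SD, n = 3 each). Day 7 libraries had 515 more detected genes than day 1 libraries, a difference smaller than the spread in 7A (two-sided exact permutation test within control and within coated fruit, p = 0.28, where the smallest p is 0.005). Among the 7 libraries with a read GC percentage of at least 50%, the difference was 765 genes (two-sided exact permutation test, p = 0.029), and among the 5 libraries with at most 49% it was -306 genes (two-sided exact permutation test, p = 0.8). Replicate c of 7A had 23164 detected genes, against 25538 in 7A_a and 25624 in 7A_b. Without it, the difference between the days was 918 genes (two-sided exact permutation test, p = 0.025), and with an FPKM of at least 1 in place of an FPKM above 0 it was 1080 genes over all libraries (two-sided exact permutation test, p = 0.04). The paper's reported value is 34340 transcripts for 7A_c, and its values over the 12 libraries run from 33796 in 1A_b to 35943 in 7K_a. The ratio of the paper's number of transcripts to the number of detected genes lay between 1.38 and 1.40 in 11 libraries and was 1.48 in 7A_c. The fragments implied by the confidence intervals came to 82.8% to 88.4% of the mapped read pairs of the paper's Tables 1 and 2 in 11 libraries and to 37.4% in 7A_c.

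**Figure D3:**
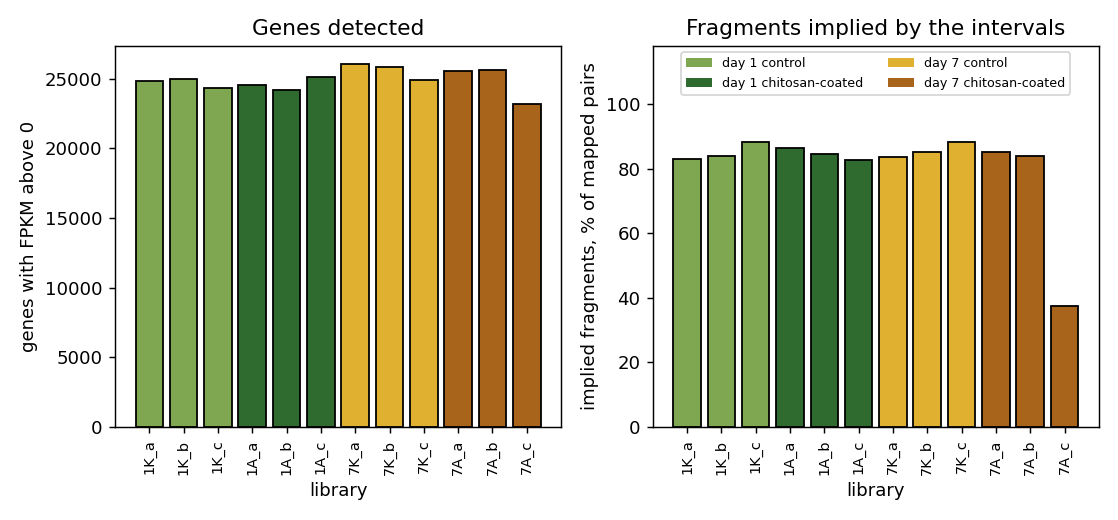
Genes with an FPKM above 0 (left, vertical axis in genes) and fragments implied by the confidence intervals as a percentage of the mapped read pairs (right) in each of the 12 libraries (horizontal axes), with a single bar per library and so no error bars. The bar of 7A_c stands at 23164 genes and 37.4%, and the other 11 libraries lie from 24197 to 26048 genes and from 82.8% to 88.4%.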

The transcriptomics dataset statistics could be seen in Table 1, Table 2.

**Table 1:** Output statistics of the transcriptome from day 1 control (1K), day 1 chitosan-coated (1A), day 7 control (7K), and day 7 chitosan-coated (7A) of *Musa acuminata* (AAA Group) ‘Cavendish’ fruit in each replicate (replicate a, b, and c) of paired-end expreriment.

No.	Samples ID	Total Reads	Total Nucleotides	GC Percentage
1.	1K_a_1.fastq.gz	16,710,129	1,687,723,029	51
2.	1K_a_2.fastq.gz	16,710,129	1,687,723,029	51
3.	1K_b_1.fastq.gz	18,934,874	1,912,422,274	51
4.	1K_b_2.fastq.gz	18,934,874	1,912,422,274	51
5.	1K_c_1.fastq.gz	18,217,207	1,839,937,907	49
6.	1K_c_2.fastq.gz	18,217,207	1,839,937.907	48
7.	1A_a_1.fastq.gz	18,726,200	1,891,346,200	49
8.	1A_a_2.fastq.gz	18,726,200	1.891.346.200	49
9.	1A_b_1.fastq.gz	20,302,208	2,050,523,008	49
10.	1A_b_2.fastq.gz	20,302,208	2,050,523,008	49
11.	1A_c_1.fastq.gz	16,155,947	1,631,750,647	51
12.	1A_c_2.fastq.gz	16,155,947	1,631,750,647	51
13.	7K_a_1.fastq.gz	23,587,110	2,382,298,110	50
14.	7K_a_2.fastq.gz	23,587,110	2,382,298,110	50
15.	7K_b_1.fastq.gz	16,699,855	1,686,685,355	51
16.	7K_b_2.fastq.gz	16,699,855	1,686,685,355	51
17.	7K_c_1.fastq.gz	18,626,323	1,881,258,623	48
18.	7K_c_2.fastq.gz	18,626,323	1,881,258,623	48
19.	7A_a_1.fastq.gz	18,734,174	1,892,151,574	50
20.	7A_a_2.fastq.gz	18,734,174	1,892,151,574	50
21.	7A_b_1.fastq.gz	19,532,908	1,972,823,708	50
22.	7A_b_2.fastq.gz	19,532,908	1,972,823,708	50
23.	7A_c_1.fastq.gz	20,828,843	2,103,713,143	49
24.	7A_c_2.fastq.gz	20,828,843	2,103,713,143	49

∗All samples of RNA-seq raw data are available at NCBI's Sequence Read Archive (SRA) database with the accession number: SRP227182.

**Table 2:** Mapping result and transcripts detection of the transcriptome from day 1 control (1K), day 1 chitosan-coated (1A), day 7 control (7K), and day 7 chitosan-coated (7A) of *Musa acuminata* (AAA Group) ‘Cavendish’ fruit.

No.	Sample	Mapped Reads (%)	Transcripts Detected	Accession Number
1.	1K_a.txt	82.7	34,630	GSM4141871
2.	1K_b.txt	81.7	34,830	GSM4141872
3.	1K_c.txt	77.6	33,973	GSM4141873
4.	1A_a.txt	77.6	34,226	GSM4141874
5.	1A_b.txt	79.0	33,796	GSM4141875
6.	1A_c.txt	82.8	34,966	GSM4141876
7.	7K_a.txt	83.8	35,943	GSM4141877
8.	7K_b.txt	81.6	35,683	GSM4141878
9.	7K_c.txt	75.8	34,571	GSM4141879
10.	7A_a.txt	80.5	35,363	GSM4141880
11.	7A_b.txt	81.2	35,468	GSM4141881
12.	7A_c.txt	78.8	34,340	GSM4141882

## 2 Experimental design, materials, and methods

### 2.1 Plant material

Ethylene-treated banana fingers were used as samples for fruit ripening process. Three biological replicates of banana pulp samples were taken on 1st and 7th day from each untreated and 1.25% chitosan treated banana, as previously described by Pratiwi et al. [3], Lustriane et al. [1], Yamamoto et al. [4] and with modification.

### 2.2 RNA isolation

Total RNA was extracted from fruit pulp of each sample using Cordeiro's method [5]. The RNA concentration and quality were examined with NanoDrop spectrophotometer (Eppendorf BioSpectrometer® Kinetic) at 230, 260, and 280 as well as electrophoresis on 1.5% agarose gel. DNAseI kit from Thermo Scientific (Catalog Number: EN0521) was then used to purify RNA samples. The cDNA synthesis was then performed using the iScript™ cDNA Synthesis kit (Biorad Catalog Number: 170–8890) in thermal cycler (Applied Biosystem™ Veriti™ 96-Well Fast Thermal Cycler).

### 2.3 RNA library construction and sequencing

The TruSeq RNA Sample Prep KIT v2 was then used to construct RNA library from each sample and sequenced using Ilumina platform HiSeq 2000 with HCS V2.2 software.

### 2.4 Data analysis

Each sample was checked for quality control using *FastQC* program to examine low base score, adapter, and PCR contaminations in order to obtain clean reads [6]. Then, the clean reads were mapped against *Musa acuminata* DH Pahang Version 2 Genome Sequences (https://banana-genome-hub.southgreen.fr/sites/banana-genome-hub.southgreen.fr/files/data/fasta/version2/musa_acuminata_v2_pseudochromosome.fna) [7] using *TopHat* software [8,9] (Trapnell et al., 2009, 2012). 

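The deposited tables show how precise each FPKM is. Among genes with between 0.5 and 10 implied fragments, the number of fragments lay within 0.02 of a whole number for 80.5% to 86.4% of the genes in each library, where chance gives 4%. The intervals cover counting error within a library and not the spread between replicates. The FPKM that a single fragment stands for, relative to the geometric mean of the libraries over genes found in all of them, lay between 0.727 and 1.08 in 11 libraries and was 1.79 in 7A_c, so a gene with few fragments was measured more coarsely there. FPKM summed to between 738360 and 969329 per library. The 10 genes with the highest FPKM held 16.2% to 28.0% of this sum, and Ma03_g16510 was the highest gene in all 12 libraries, with 4.22% to 12.4% of the sum. Of the 35273 rows, 20108 had an FPKM above 0 in every library and 5368 were listed at 0 in every library.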

Finally, aligned reads were quantified and normalized with FPKM value using *Cufflinks* V2.2.1 [9,10].

## Author contributions

**Fenny Martha Dwivany**: Conceptualization, Methodology, Validation, Writing (Original & Editing), Supervision. **Husna Nugrahapraja**: Resources, Validation, Analysis, Investigation, Data Curation, Writing (Original & Editing), Visualization. **Eiichiro Fukusaki**: Writing (Original & Editing). **Sastia Prama Putri**: Writing (Original & Editing). **Cindy Novianti**: Analysis, Investigation, Writing (Original & Editing), Visualization. **Septhy Kusuma Radjasa**: Analysis, Investigation, Writing (Original & Editing), Visualization. **Tessa Fauziah**: Analysis, Investigation, Writing (Original & Editing), Visualization. **Lutfi Dewi Nurmala Sari**: Analysis, Investigation, Writing (Original & Editing), Visualization.

## References

[1] Lustriane C., Dwivany F.M., Suendo V., Reza M. (2018). Effect of chitosan and chitosan nanoparticles on post harvest quality on banana fruits. J. Plant Biotechnol..

[2] Edgar R., Domrachev M., Lash A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[3] Pratiwi A.S., Dwivany F.M., Larasati D., Islamia H.C., Martien R. (2015). Effect of chitosan coating and bamboo FSC (Fruit Storage Chamber) to expand banana shelf life. AIP Conf. Proc..

[4] Yamamoto K., Amalia A., Putri S.P., Fukusaki E., Dwivany F.M. (2018). Expression analysis of 1-aminocyclopropane-1-carboxylic acid oxidase genes in chitosan-coated banana. HAYATI J Biosci..

[5] Cordeiro M.C.R., Silva M.S., Oliveira-Filh E.C., de Miranda Z.J.G., Aquino F.G., Fragoso R.R., Almeida J., Andrade L.R.M. (2008). Optimization of a method of total RNA extraction from Brazilian native plants rich in polyphenols and polysaccharides. IX Simposio Nacional Cerrado.

[6] Andrews S. (2010). FastQC: a Quality Control Tool for High Throughput Sequence Data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[7] Martin G., Baurens F., Droc G., Rouard M., Cenci A., Kilian A., Hastie A., Doležel J., Aury J., Alberti A., Carreel F., D'Hont A. (2016). Improvement of the banana “*Musa acuminata*” reference sequence using NGS data and semi-automated bioinformatics methods. BMC Genom..

[8] Trapnell C., Pachter L., Salzberg S.L. (2009). TopHat : discovering splice junctions with RNA-Seq. Bioinformatics.

[9] Trapnell C., Roberts A., Goff L., Pertea G., Kim D., Kelley D.R., Pimentel H., Salzberg S.L., Rinn J.L., Pachter L. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[10] Trapnell C., Williams B.A., Pertea G., Mortazavi A., Kwan G., van Baren M.J., Salzberg S.L., Wold B.J., Pachter L. (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

How the deposited data were processed for this re-analysis (not part of the article)

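Gene expression was measured by RNA-seq in banana pulp of 12 libraries, with 3 biological replicates in each of the 4 groups of day (1 or 7) and coating (none or 1.25% chitosan). The authors checked the reads with FastQC, mapped them to the Musa acuminata DH Pahang version 2 genome with TopHat, and quantified genes as FPKM with Cufflinks, and these deposited FPKM values, with the bounds of their 95% confidence intervals, were the starting point. The settings of TopHat and Cufflinks, such as the treatment of reads that map to several genes, are not named in the paper's text, so near-identical genes can share fragments.

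FPKM was not scaled again between libraries. Values were tested as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1, over the 19746 genes with an FPKM of at least 1 in at least 3 libraries, with 7 contrasts from a single fit of all 12 libraries. An adjusted p-value under 0.05 counted as a call, and every adjusted p-value is limma's after Benjamini-Hochberg adjustment. Single values per library were compared by two-sided exact permutation tests in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. For the ripening index these tests are exact only in counting all splits. Control and coated libraries were scored on different sets of axes, and adjustments were fitted with the group labels. Figures were drawn with matplotlib 3.10.9. The limma fit was tested on simulated data in which 200 of the 19746 genes were changed in 7A by a log2 fold change of 1.5. The changed genes were drawn from those with a mean log2(FPKM + 1) of at least that of an FPKM of 5. Only coating at day 7 was tested, where the GC groups are even. The fit recovered 54% of the changed genes with 11 false calls when the noise had the spread of the fit without a block, which holds the GC-group differences as noise. With a GC-group effect simulated on top of the smaller spread of the fit with the GC group as a block, it recovered 43.5% with 0 false calls without the block and 99.5% with 12 false calls with it.

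Depth was taken from the intervals, as the square of 2 times the FPKM over the distance from the FPKM to the upper bound. The precision this gives is that of counting error only. The samples were grouped by the labels and the paper's Tables 1 and 2. The replicate letters come from the same tables, and the paper's text does not name a pairing between groups. The fit without a replicate block is therefore the one reported at each result. The GC group divides the libraries at a read GC percentage of at most 49% against at least 50% in the paper's Table 1. It was defined after seeing the data, from values that the paper states and not from expression.

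Genes were named by a rule set before the data were examined. For each comparison of 2 groups, these are the 2 largest rises and the 2 largest falls on the log2 scale among genes with an adjusted p-value under 0.05 and no overlap between the groups, and part of them are given in the text. No ID of the tables matched the gene table of the other banana assembly at hand, so 0 names were assigned and the planned comparison of ripening gene families was not run. Coordinates are those of the deposited tables. A single row has no ID, and a single ID occurs in more than 1 row.

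The alternatives tried were another pseudocount, other filters on low FPKM, scaling to a common sum, median-of-ratios scaling, quantile normalization, limma without a trend, array quality weights, the percentage of mapped reads as a covariate, a replicate block, a minimum fold change, fits of only the 6 libraries compared, and each library left out in turn. Alternatives with the GC group and limma's voom on the implied fragments were added after seeing the data.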

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

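All tests of explanations in this part were chosen after the results were seen. For 6 measures per library, the day 1 libraries and the day 7 libraries were searched for a library far from the other 5, which made 12 searches. Chance gives such a library in about 1 of 20 searches, and 3 of the 12 found one, each time 7A_c.

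The fragments implied by the intervals of 7A_c came to 37.4% of the mapped read pairs that the paper's tables give for it, a gap to the nearest day 7 library of 0.909 of the whole range. The ratio of the paper's number of transcripts to the number of detected genes was 1.482 (gap 0.931), and the FPKM that a fragment stands for was 1.794 (gap 0.696). These 3 measures share the same fragments and are not independent. If only the intervals were wider, the number of detected genes would follow Table 2 as it does in the other 11 libraries, but it lay below the number predicted from them, with a difference of -1477 genes, where no other library differed by more than 402. Thinning 7K_c to the implied fragments of 7A_c lost 1371 genes. A file in another unit is not seen, as its FPKM sum of 887932 lies among those of the other libraries. Coating at day 7 is also shared by 7A_a and 7A_b, where the lower of the 2 shares was 83.9%. The explanation left is that the values of 7A_c may have been made from part of the fragments behind its entries in Tables 1 and 2. The reads were not analysed here, so the step at which this could have happened is not known.

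The difference between coated and control fruit was compared between the days. The interaction term called 470 genes, 133 with a more positive and 337 with a more negative change from day 1 to day 7 in coated fruit. Of the 32 splits of the libraries that part every pair of the same letter, 2 gave as many genes, both without a block and with the GC group as a block. The other one is the split that exchanges coated and control labels on one of the days, whose interaction is the coating effect averaged over days, so it is not free of a coating effect. The other 68 splits computed part fewer such pairs and gave at most 402 genes without a block. The GC groups were uneven at day 1, but with the GC group as a block 3947 genes were called, among them all 470. Leaving out 7A_c gave 504 genes, and median-of-ratios scaling gave 613, of which 308 were among the 470. Other alternatives lowered the count. It was 161 without 1K_a, 192 without 7K_b, 221 with the replicate block, 273 with voom and 284 with scaling to a common sum. A candidate biological explanation is that coated and control fruit differed more at day 1 than at day 7. It remains a hypothesis. The 2 of 32 splits do not decide whether chance could give such a count, because the other split carries the coating effect.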

How the results depend on the processing

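The alternatives were chosen before the data were examined, except those with the GC group, the 7 libraries with a read GC percentage of at least 50%, and voom, which were chosen after seeing the data. Unless stated otherwise, the cause of a change was not tested.

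Reported counts were 9057 genes for ripening in control fruit, 9348 in coated fruit and 12003 averaged over coating, 1111 for coating at day 1, 28 at day 7 and 486 averaged over days, and 470 for the interaction. Counts under the alternatives not named here were within 1.5 times of these. With array quality weights, whose estimation did not converge and gave 7K_b a weight of 33.1, the counts were 15771 and 16630 for ripening in control and coated fruit, 12202 and 8933 for coating at day 1 and day 7, 10585 averaged over days, and 12760 for the interaction. The mapped percentage as a covariate gave 2515, 210, 1526 and 1765 genes for coating at day 1, at day 7, averaged, and the interaction, and shared all genes called without it. A minimum log2 fold change of 1 gave 5682, 6003 and 6085 genes for ripening in control, in coated and averaged, 624 for coating at day 1 and 154 averaged. Genes with a mean FPKM of at least 5 gave 5437, 5611 and 6961 for ripening in the same order. The 6 libraries compared alone gave 591 for coating at day 1 and 1 at day 7. For coating at day 7 the count was 11 with a pseudocount of 0.1, 60 without a filter, 15 with median-of-ratios scaling, 48 with quantile normalization and 18 with voom. For the interaction it was 284 with scaling to a common sum and 273 with voom.

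Same-lettered libraries of different groups had a mean correlation of their deviations from the group means of -0.0035 across genes, from -0.70 between 1K and 1A to 0.677 between 7K and 7A, while libraries of the same GC group had 0.656 and of different GC groups -0.661. The mean of -0.0035 does not settle a pairing. Groups 1K, 7K and 7A had 0.645 to 0.677 with each other and -0.70 to -0.655 with 1A. In 1K, 7K and 7A replicate c has the lowest GC percentage, and in 1A it has the highest. Among the a and b libraries of 1K, 7K and 7A, which share the GC group, r was 0.466 to 0.712 for the same letter. For different letters it was 0.415 to 0.668, so these ranges overlap. With the replicate block, 8809, 9082 and 11905 genes were called for ripening in control, in coated and averaged, 807 for coating at day 1, 2 at day 7, 290 averaged, and 221 for the interaction. With the block and the mapped percentage, coating gave 1750, 46 and 907, and the interaction 974. The replicate block cannot move the difference in detected genes (515) or in the ripening index (-0.041), as each group has 1 library of each letter, and only the p can change, to 0.344 and 0.5.

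With the GC group as a block, ripening gave 14749 in control and 14245 in coated fruit, coating 5090, 1792 and 4060, and the interaction 3947. Quantile normalization with that block gave 13788 for ripening in control fruit, coating 4896, 822 and 3483, and the interaction 3356. Median-of-ratios scaling with it gave ripening 14002 and 14048, coating 5928, 1029 and 4047, and the interaction 4353. Leaving out 7A_c with it gave ripening 15140 in control fruit, coating 5740, 902 and 4391, and the interaction 3348. The 7 libraries with a read GC percentage of at least 50% gave ripening 13924 in control fruit, coating 2318, 69 and 1482, and the interaction 1507. On simulated data for coating at day 7, the GC block raised recovery from 43.5% to 99.5%. A simulated additive GC-group effect of the size seen here thus lowered the count of that comparison without a block. Other comparisons, among them coating at day 1 and the interaction with their uneven GC groups, were not simulated.

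The split of higher against lower genes moved with scaling. For ripening averaged over coating it was 7961 to 4042 as deposited, 5707 to 5727 with median-of-ratios scaling and 6350 to 5458 with quantile normalization, which gave 4609 to 4270 in control and 5045 to 4555 in coated fruit. For coating at day 7 it was 12 to 3 and 36 to 12, for coating averaged over days 275 to 211 as deposited, 365 to 135 and 337 to 132, and for the interaction 133 to 337, 253 to 360 and 217 to 306, in the same order. Scaling to a common sum gave 16 to 6 for coating at day 7 and 242 to 115 averaged. For coating averaged over days the split reversed to 562 to 964 with the mapped percentage as a covariate, 1238 to 2822 with the GC group as a block, 1580 to 1903 with quantile normalization added to that block and 1892 to 2155 with median-of-ratios scaling added, so it has no stable direction. For coating at day 7 it was 80 to 130, 370 to 1422, 503 to 319 and 678 to 351 in the same order. For coating at day 1 it was 1315 to 1200, 2550 to 2540, 2241 to 2655 and 2732 to 3196 in that order. As deposited and without a block it was 684 to 427, with median-of-ratios scaling 846 to 504 and with quantile normalization 746 to 510. With array quality weights, whose estimation did not converge, it was 4422 to 7780. Given the reversals with the GC group as a block, the split at day 1 has no stable direction either. The split of the interaction was 1167 to 2780 with the GC group as a block, and 1761 to 1595 with quantile normalization added.

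Leaving out each library in turn gave from 7384 to 9157 genes for ripening in control fruit, 7348 to 11089 in coated fruit and 10958 to 13161 averaged, 528 to 882 for coating at day 1, 3 to 24 at day 7 and 251 to 466 averaged, and 161 to 504 for the interaction. The difference in detected genes ran from 302.7 to 917.7 and passed 0.05 without 7A_c, and was 1080 with an FPKM of at least 1, where it passed too. With an FPKM of at least 0.1 it was 687, and with the lower bound of the interval above 0 it was 510, and neither passed. The ripening index difference was negative under the alternatives set before the data were examined, up to -0.0064 without 7A_c. It was -0.074 with the mapped percentage adjusted for, -0.080 with the GC group removed and -0.11 without 7K_c, each with the smallest possible p of 0.1. Leaving out each day 7 control library, chosen after seeing the data, gave from -0.11 to 0.0084, and the direction reversed without 7K_b. Leaving out a single day 7 library also makes the GC groups uneven between 7K and 7A, which was not separated from the effect of that library. No setting of it with 3 libraries against 3 can pass 0.05. Of 415 settings of the 16 gene comparisons of the rule for named genes, 386 kept the direction and an adjusted p-value under 0.05 and 29 kept only the direction, of which 28 were at day 7 between coated and control fruit. The comparison of ripening gene families was not run. The depth of 7A_c limits what can be said of genes with few fragments in coated fruit at day 7.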

Differences from the paper's values

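The paper's Table 2 counts transcripts and the deposited tables hold 35273 gene rows, fewer than the paper's 35943 transcripts in 7K_a. The paper's numbers were below 1.5 times the number of genes with an FPKM above 0 in all 12 libraries. The alternatives set before the data were examined, stricter limits and distinct IDs, can only lower the number of genes. They could therefore not reach the paper's numbers and are no test of the difference. The order of the libraries differs at its low end. Table 2 has its lowest number in 1A_b, whereas the lowest number of detected genes was 23164 in 7A_c, followed by 24197 in 1A_b.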

Other observations

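The tests of explanations in this part were chosen after the results were seen.

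The second principal component separated the libraries by the read GC percentage of the paper's Table 1, and within each GC group it also ordered them by day. The libraries with at most 49% scored 35.4 to 36.3 at day 1, and 76.3 and 85.0 at day 7. Those with at least 50% scored -60.3 to -54.0 at day 1 and -30.6 to -9.2 at day 7. With day and coating in the limma fit, 14205 of the 19746 genes differed between the 5 libraries with at most 49% and the 7 with at least 50%, 4365 higher and 9840 lower in the former, against 14749 genes for ripening in control fruit in the same fit. Across genes the effect estimated in coated libraries had an r of 0.927 with that in control libraries. Ma01_g20320 (chromosome 1, 17595347 to 17595731), chosen after its values were seen, had an FPKM of 154 to 348 in the 5 libraries and 8389 to 15713 in the 7. A few genes taking most of the reads do not explain it, since 13153 genes differed after quantile normalization, 6592 higher and 6561 lower. Another point of ripening could account for a part at most. Across genes, the effect in coated libraries had an r of -0.0422 with ripening in control libraries with at least 50%, and the effect in control libraries an r of -0.103 with ripening in coated libraries with at least 50%. On the first principal component, however, the libraries with at most 49% lay further to the day 1 side in all 4 groups. The means were -84.1 against -60.5 in 1K, -104 against -76 in 1A, 59.6 against 99.9 in 7K and 48 against 91.1 in 7A. On the ripening index they did so in 1A, 7K and 7A. In 1K, however, 1K_c lay further to the day 7 side, at 0.103 against a mean of 0.047. That score was taken on axes whose day 1 end held only libraries with at least 50%, while 7K_c entered the day 7 end of part of them. The GC-group difference can therefore enter it. A difference in ripening is thus not excluded, and the index does not settle its direction in 1K. An exchange of labels between the day 1 groups was tested with the GC-group axis, estimated from day 7, removed. The distance to the own group over that to the other was then 0.675 for 1K_c and 0.725 for 1A_c, against an exchange. Without that removal both lay nearer the other group, with an r of 0.9618 and 0.967 between 1K_c and 1A_a and 1A_b against 0.9395 and 0.9381 with 1K_a and 1K_b, and of 0.9504 and 0.9563 between 1A_c and 1K_a and 1K_b against 0.9302 and 0.9325 with 1A_a and 1A_b. The distances thus go against an exchange only with the removal. Without any removal, the exchanged labels gave 103 genes for coating at day 1 against 1111 with the given labels, and 1K_c (38.9) and 1A_c (-40.2) lay with their own groups on the third principal component. The depth of 7A_c is not the cause, with 13209 genes without it. Genes with a longer locus tended to be lower in the 5 libraries (Spearman rho of -0.391 across genes, against 0.035 for ripening in control fruit, -0.196 for coating at day 1 and 0.152 for coating at day 7). The coating differences thus carry a tilt with span too, at day 1 in the direction of the GC group. Locus span includes introns and stands in for transcript length. After a trend on locus span was removed in each library, rho was -0.017 and 13137 genes still differed, so length bias may account for the tilt with span but not for most of the genes. GC content of the genes and RNA from other sources were not tested, as no sequence was used here. A batch of library preparation or sequencing remains a candidate explanation, and the paper's text names no batches. Day and coating as designed do not account for the split, since the libraries part within every group.

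The 4 comparisons of 2 groups were set against other splits of the same 6 libraries. Of the 4 splits that part all same-lettered pairs, only 1, the real split, gave as many genes for ripening in control fruit, ripening in coated fruit, coating at day 1 and coating at day 7, both without a block and with the GC group as a block. With 4 splits this share cannot fall under 0.05. The other 6 splits part fewer pairs and gave at most 1, 1, 0 and 8 genes without a block in the same order. The split of the day 1 libraries that follows the GC group gave 103 genes against 1111. For the effects averaged over days and averaged over coating, 1 of 32 splits, the real split, gave as many genes, without a block and with the GC group as a block.

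One hypothesis was that coated fruit lie behind control fruit on the ripening index. The difference was -0.041 at day 7 and -0.061 at day 1, and 3 libraries against 3 cannot settle either. With the GC-group effect removed it was -0.0070 at day 1, but within the GC groups it was -0.017 and -0.11, so these do not settle whether uneven GC groups account for the day 1 difference. At day 7 it was -0.080 with that effect removed (two-sided exact permutation test, p = 0.1). It was 0.0084 without 7K_b, whose removal makes the GC groups uneven. With all libraries kept, control and coated fruit held the same number of libraries of each GC group at day 7. Removing the GC-group effect is therefore no test of unevenness there. The data are compatible with no delay as well as with a small delay in expression at day 7.

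The number of detected genes was higher at day 7 among the libraries with a read GC percentage of at least 50%, by 765 genes. Among those with at most 49%, which include 7A_c, the difference was -306 genes. In the paper's Table 2 the number of transcripts was higher at day 7 by 824.5 over all 12 libraries (two-sided exact permutation test within control and within coated fruit, p = 0.04), by 806 among the libraries with at least 50% and by 457 among those with at most 49% (two-sided exact permutation test, p = 0.2).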
